# Chickpea-*Fusarium oxysporum* interaction transcriptome reveals differential modulation of plant defense strategies

**DOI:** 10.1038/s41598-017-07114-x

**Published:** 2017-08-10

**Authors:** Medha L. Upasani, Bhakti M. Limaye, Gayatri S. Gurjar, Sunitha M. Kasibhatla, Rajendra R. Joshi, Narendra Y. Kadoo, Vidya S. Gupta

## Abstract

Fusarium wilt is one of the major biotic stresses reducing chickpea productivity. The use of wilt-resistant cultivars is the most appropriate means to combat the disease and secure productivity. As a step towards understanding the molecular basis of wilt resistance in chickpea, we investigated the transcriptomes of wilt-susceptible and wilt-resistant cultivars under both *Fusarium oxysporum* f.sp. *ciceri* (Foc) challenged and unchallenged conditions. Transcriptome profiling using LongSAGE provided a valuable insight into the molecular interactions between chickpea and Foc, which revealed several known as well as novel genes with differential or unique expression patterns in chickpea contributing to lignification, hormonal homeostasis, plant defense signaling, ROS homeostasis, R-gene mediated defense, etc. Similarly, several Foc genes characteristically required for survival and growth of the pathogen were expressed only in the susceptible cultivar with null expression of most of these genes in the resistant cultivar. This study provides a rich resource for functional characterization of the genes involved in resistance mechanism and their use in breeding for sustainable wilt-resistance. Additionally, it provides pathogen targets facilitating the development of novel control strategies.

## Introduction

Chickpea (*Cicer arietinum* L.) is the third most important grain legume considering worldwide production (http://www.cgiar.org/our-strategy/crop-factsheets/chickpea/) and is a valuable source of dietary protein especially for the majority of the vegetarian population in the Indian sub-continent. However, over the past few decades, there has only been marginal increase in chickpea productivity and this is mainly attributed to various biotic (e.g. Ascochyta blight, Fusarium wilt and pod borer) and abiotic (e.g. drought, salinity, heat, etc.) stresses. Reducing the losses due to these stresses is primarily important to enhance the crop production. *Fusarium oxysporum* f.sp. *ciceri* (Foc) infects chickpea causing the vascular wilt disease, which is highly destructive and worldwide in occurrence. The disease can cause up to 90% annual yield losses^1^. It is difficult to manage the disease either through crop rotation or application of fungicides because of its soil-borne nature. Moreover, the pathogen can survive in soil for up to six years even in the absence of the host, which makes its control very difficult^2^. Hence, using wilt-resistant cultivars is the most effective and eco-friendly strategy to manage the disease.

To understand the molecular mechanisms underlying the plant-pathogen interactions, various ‘omics’ approaches are being employed. In the chickpea-Foc pathosystem, transcriptome analyses have been performed using cDNA-AFLP and cDNA-RAPD techniques, where several defense related genes of chickpea as well as virulence related genes of Foc were detected^3^. Further, high throughput sequencing has identified wilt responsive microRNAs involved in regulating plant development and pathogen growth by acting as positive or negative regulators, depending on their target genes^4^. Specifically, these studies revealed activation of primary metabolism during the interplay between the fungus and the host^5^. Recently, we employed microscopic, proteomics and metabolomics approaches to characterize the chickpea-Foc interaction at molecular level. The microscopic approach revealed differential colonization of Foc in resistant and susceptible chickpea cultivars, wherein the resistant host severely repressed pathogen growth; while the pathogen could successfully proliferate and reproduce only in the susceptible cultivar. The proteomics and metabolomics approaches highlighted up-regulation of several metabolic pathways such as biosynthesis of flavonoids, isoflavonoids, phenylpropanoids, etc. in the resistant cultivar^6–8^.

Characteristic gene expression essential for lifestyle transitions in various phytopathogens has been deciphered using comparative genomics and transcriptomics studies^9–12^. Particularly in the genus *Fusarium*, the ‘core’ genome has been shown to be responsible for primary metabolism and reproduction, while the ‘adaptive’ genome codes for pathogen virulence, host specialization and other functions. *Fusarium oxysporum* (Fo) pathogenic to tomato and pea have the virulence and host specialization genes located on the ‘pathogenicity’ chromosomes possessing the ability to transform a non-pathogenic strain into a pathogenic one^13^. Genome analysis of Fo infecting banana revealed a large set of putative virulence associated genes required for diverse biological processes aiding pathogenesis. Similarly, transcriptome analysis highlighted significant differences in transcriptional responses between vegetative growth stage and *in planta* propagation of the pathogen^12^.

In the present study, significant transcriptional changes in both susceptible and resistant chickpea cultivars upon Foc inoculation were revealed using the LongSAGE approach^14^ coupled with next generation sequencing. Additionally, several pathogen genes with peculiar expression in both the chickpea cultivars were also identified. The expression patterns of some of these genes during disease progression were validated using quantitative reverse transcription polymerase chain reaction (qRT-PCR). We found that in the resistant cultivar, certain biological processes were characteristically activated, which provided definite advantage to it against the pathogen. While in the susceptible cultivar, the pathogen modulated the expression of a majority of the plant genes to support its own establishment, growth and proliferation.

## Results

### Analysis of LongSAGE libraries

Plants of two chickpea cultivars JG62 (wilt-susceptible; referred as ‘JG’) and Digvijay (wilt-resistant; referred as ‘DV’) were either inoculated (‘I’) with the pathogen (JGI and DVI), or mock-inoculated (‘C’) with sterile de-ionized water (JGC and DVC) as described in the Methods section. 

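LongSAGE counts short sequence tags that lie next to the restriction site CATG of each cDNA, so that the number of times a tag is read measures the abundance of its transcript. Each of the 4 conditions was represented by 1 library, into which RNA of 11 time points from 0 hpi to 28 dpi, of root and shoot tissue and, for the inoculated plants, of Foc races 1, 2 and 4 had been pooled. There were thus no replicate libraries, and the tests on these counts compare the libraries, not the conditions. The authors extracted the tags from Ion Torrent reads, kept those with a frequency of more than 1 and deposited the raw count of each distinct tag, without normalization and before any tag was matched to a transcript. Every deposited tag had 21 bases (CATG and the 17 bases after it), and the smallest count was 2 in each library. The total tag count was 3151146 in JGC, 3580028 in JGI, 3190203 in DVC and 22106698 in DVI, 7.02 times the smallest total. The smallest share that 3 counts can show was therefore 0.952 counts per 1000000 counts (CPM) in JGC, 0.838 CPM in JGI, 0.940 CPM in DVC and 0.136 CPM in DVI, which covers counting error only, because reads of amplified ditags are not independent molecules. A chickpea or fungal transcript reference was not used here, so the unit compared below is the distinct tag, not the transcript. Library sizes were scaled with the TMM method, which the paper applied after mapping the tags. Here it was applied to all distinct tags.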

The results of tag mapping of the four libraries (JGI, DVI, JGC and DVC) are presented in Table 1. Among the four LongSAGE libraries, the highest number of tags (386458) was obtained in DVI library followed by JGC (189947). However, the number of mapped tags was highest in JGC followed by DVI library. Similarly, DVI had the highest number of mapped transcripts, followed by JGC. 

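DVI had 386458 distinct tags and a mean count of 57.2 per tag, JGC had 189947 distinct tags with a mean count of 16.6, and DVC had 189703 with a mean count of 16.8. When the tags of every library were thinned at random to the total of JGC, 115402 distinct tags with a count of at least 2 would be left in DVI, against 189947 in JGC and 187808 in DVC. Tags with a count of exactly 2 made up 34.9% of the distinct tags in DVI, 41.0% in JGC and 40.8% in DVC. Over the 4 libraries there were 616127 distinct tags, of which 43361 were counted in all 4. These 43361 tags held 81.7% of the counts in JGC, 82.5% in JGI and 82.3% in DVC, with a slightly lower share in DVI, whereas 72.3% of the distinct tags were counted in only 1 library.

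**Figure D1:**
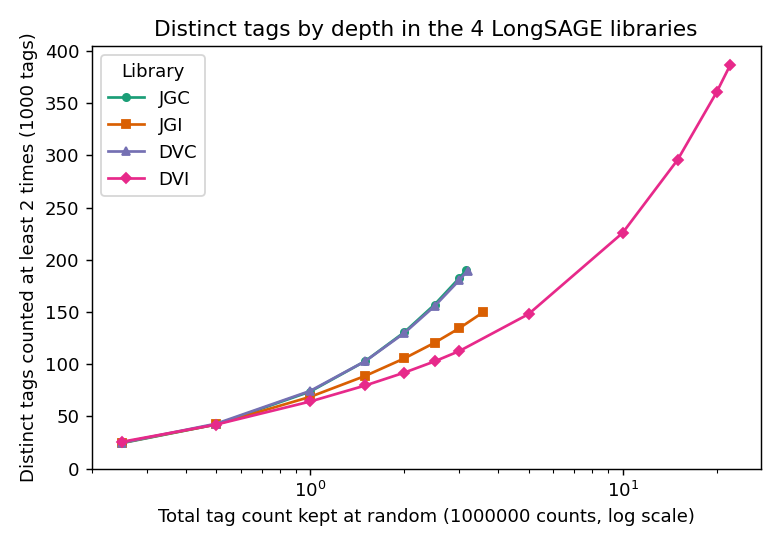
Distinct tags counted at least 2 times (y axis) against the total tag count kept at random (x axis, log scale) in the 4 libraries; each point is the expected number at that depth and the last point of each line is the library as deposited. The line of DVI lies above those of the other libraries at 250000 counts, below them from 500000 counts to their full totals, and reaches 386458 only at its own full total.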

Interestingly, the JGI library showed the least number of tags, mapped tags and mapped transcripts.

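JGI had 149785 distinct tags, although its total count was above those of JGC and DVC, and its mean count per tag was 23.9. At the total of JGC, 138491 distinct tags would be left in JGI, fewer than in the control libraries, and DVI fell below JGI at that depth. The order depended on depth, since at 250000 counts 24804 distinct tags would be left in JGI, 24432 in JGC, 24776 in DVC and 25671 in DVI. Tags with a count of 2 made up 31.0% of the distinct tags of JGI. The 100 most frequent tags held 18.6% of the counts in JGI, 18.6% in JGC, 17.9% in DVC and 18.1% in DVI. Mapped tags and mapped transcripts were not analysed here.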

**Table 1:** Statistics of tag mapping of the four LongSAGE libraries.

Library	Total no. of tags	No. of mapped tags	Total no. of mapped transcripts	Total no. of transcripts with unique matches*	Total no. of transcripts with selected matches^^^
JGC	189947	37253	14658	5872	8786
DVC	189703	33497	14534	6270	8264
JGI chickpea	149785	27128	12581	6085	6496
JGI Fusarium		1697	1368	1095	273
DVI chickpea	386458	34380	14783	5861	8922
DVI Fusarium		278	265	251	14

^*^‘Unique’ match represents those tags mapped only on single transcript.

^^^‘Selected’ match represents multiple tag sequences mapped on the same transcript.

### Characteristic Differentially Expressed Genes and their functional classification

Differential gene expression (DGE) sets defined by comparisons across all the four LongSAGE libraries revealed differentially and uniquely expressed genes (p-value < =0.05 and FDR (False Discovery Rate) < =0.05) within the compared pair of libraries (Tables 2 and S1, S2, S3 and S4). 

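The Audic-Claverie test and the chi-square test were applied to each distinct tag of a pair of libraries, and a tag was called when the Benjamini-Hochberg adjusted p-values of both tests were at most 0.05. The TMM factors were 1.05 for JGC, 1.09 for JGI, 1.16 for DVC and 0.752 for DVI. Between DVC and DVI, 159019 of 483585 distinct tags were called. Among those counted in both libraries, 19312 were up-regulated in DVI and 13452 down-regulated with an LFC of at least 1 in size, while 97127 were counted in DVC only and 24062 in DVI only. The 97127 are all tags of DVC without a count in DVI, 55013 of them with a count of 2, so that at the depth of DVI absence alone led to a call; they make up 61.1% of the called tags, and Fisher's exact test called 24106 of them. Between JGI and DVI, 137618 of 464377 tags were called, with 13266 up-regulated and 8513 down-regulated in DVI, 77919 counted in JGI only, again all tags of JGI without a count in DVI, and 32646 in DVI only. The edgeR exact test with an assumed biological coefficient of variation of 0.4 moved these numbers most, to 18245 tags between DVC and DVI and 45113 between JGI and DVI. The balance of both sets with DVI also turned around when library totals or DESeq2 size factors took the place of TMM-scaled sizes. With library totals there were 9617 up-regulated and 22473 down-regulated tags between DVC and DVI, and 7509 and 14234 between JGI and DVI. Both settings shift the ratios of all tags of a set alike. Among tags counted in both DVC and DVI, the median LFC went from -0.077 to -0.705 with library totals. Only the library sizes differed between these settings, so the turn in balance came from the scaling. It does not show which balance is right. By the smallest Audic-Claverie p-values between DVC and DVI, the tags CATGTCGGACGTACATCGTTA (LFC 1.38, 35982 counts in DVC and 421367 in DVI) and CATGTGTAAGCAAATATAGCT (LFC 0.90, 28957 and 242656 counts) rose most clearly, and CATGGGTGTTGTGTATCGCAC (LFC -3.24, 4347 and 2066 counts; a likely sequence variant of the more frequent tag CATGGGTGTTTGTGTATCGCA) and CATGCTCGAATTCAAGCTTCT (22715 and 50754 counts, 6126 and 3052 CPM of the scaled library sizes) fell. The LFC of CATGTGTAAGCAAATATAGCT and of the first and last of these tags did not pass the edgeR exact test. The bases after CATG in CATGTCGGACGTACATCGTTA and CATGCTCGAATTCAAGCTTCT lie in a linker of LongSAGE libraries. Between JGI and DVI, CATGTCGGACGTACATCGTTA (LFC 4.01, 6141 counts in JGI) and CATGGGATAACACCACAGGAT (LFC 7.09, 77 counts in JGI and 44858 in DVI) rose, and CATGGAGTTCTATATTGTAAT (LFC -6.48, 7496 and 359 counts) and CATGTCTTTGTATCTCCCTTT (LFC -2.39, 9860 and 8049 counts) fell; the last did not pass the edgeR exact test.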

Transcriptome analysis revealed the highest number of 3816 DEGs in DE_JGC_JGI excluding fungal sequences (unique to JGI library); wherein 43.16% genes were down-regulated (1647) and 32.23% (1230) were up-regulated. 

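At the level of distinct tags, 32850 of the 270719 tags counted in JGC or JGI differed between these libraries in both tests. Of these, 19.4% (6371) were down-regulated and 14.6% (4786) up-regulated in JGI, 9657 were counted in JGC only and 9437 in JGI only. These tags were not separated into plant and fungal tags. The tags CATGTCTTTGTATCTCCCTTT (LFC 4.85, 292 counts in JGC and 9860 in JGI) and CATGGAGTTCTATATTGTAAT (LFC 6.43, 74 and 7496 counts) rose with the smallest Audic-Claverie p-values. CATGCAAGTGTGGCCACCAAT (LFC -1.52, 34086 and 13992 counts) and CATGGCTGGTTTCCCAGTTAG (LFC -5.99, 8287 and 153 counts) fell. Only CATGCAAGTGTGGCCACCAAT among these did not pass the edgeR exact test with the assumed coefficient of variation, under which 1549 tags were called.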

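Between the control libraries, 12877 of 290219 distinct tags differed in both tests, the fewest of the 4 sets. In DVC, 37.2% of them (4796) were down-regulated and 20.6% (2653) up-regulated relative to JGC, 1887 were counted in JGC only and 1489 in DVC only. The linker tag CATGTCGGACGTACATCGTTA (LFC 2.43, 5969 counts in JGC and 35982 in DVC) and CATGGGTGTTTGTGTATCGCA (LFC 2.40, 5323 and 31521 counts) rose with the smallest Audic-Claverie p-values, and CATGGCTGGTTTCCCAGTTAG (LFC -4.94, 8287 and 301 counts) and CATGTAGTGCAAGAAGATGAT (LFC -2.48, 10229 and 2055 counts) fell. Of these tags, only CATGGCTGGTTTCCCAGTTAG also passed the edgeR exact test with an assumed biological coefficient of variation of 0.4.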

Alternatively, in DE_JGC_DVC, 2987 DEGs were obtained, with down-regulated genes (36.55%) accounting slightly higher than the up-regulated (31.36%) ones.

**Table 2:** Differential gene expression analysis.

DGE sets	No. of differentially expressed genes	Up-regulated genes	Down-regulated genes	Significantly expressed genes in only one Library
DE_JGC_JGI (CA genes)	3816	1230	1647	695 (JGC), 256 (JGI)
DE_DVC_DVI (CA genes)	3429	1390	1100	312 (DVC), 349 (DVI)
DE_JGC_DVC (CA genes)	2987	937	1092	77 (JGC), 68 (DVC)
DE_JGI_DVI (CA genes)	3622	1694	1106	480 (JGI), 904 (DVI)
DE_JGI_DVI (FO genes)	NIL	NIL	NIL	533 (JGI), 5 (DVI)

Differential Gene Expression (DGE) Sets represent comparisons among the four SAGE libraries. For example, DE_JGC_JGI shows DEGs up- or down-regulated in JGI compared to JGC. CA stands for *Cicer arietinum* (chickpea) and FO stands for *Fusarium oxysporum*.

The annotation tool ‘Mercator’ (http://www.plabipd.de/portal/mercator-sequence-annotation) allowed assignment of genes of all the four sets into 35 functional classes referred to as ‘bins’^15^. They were analyzed based on the most frequent bins assigned and their regulation. Fig. S1 shows the distribution of 24 major bins among the up- and down-regulated genes in the four comparisons. Based on these assignments, an attempt was made to understand the role of the DEGs in modulating the cellular mechanisms in chickpea in response to Foc attack. The MapMan annotation tool was used to display DEGs from three sets *viz*. DE_JGC_JGI, DE_DVC_DVI and DE_JGI_DVI with respect to stress^15^ (Fig. S2). Overall, higher number of stress responsive transcripts was observed in JGI. However, up-regulated genes in response to fungal attack were more in DVI. The transcripts associated with abiotic stress, ROS homeostasis, heat-shock proteins, secondary metabolism and PR proteins were noticeably up-regulated in DVI as compared to those in DVC and JGI. Interestingly, reticulon-like protein B2 (RTNLB2), showed highest expression (15.36 fold) in DVI. Transcripts belonging to ROS homeostasis were peroxidase, glutathione-S transferase, catalase, glutaredoxin and thioredoxin family proteins. The PR protein category particularly included disease resistance proteins (DRR) SR1, DRR 206 and TMV resistance protein. Likewise, several heat shock proteins (HSPs) were highly expressed in DVI. Moreover, lignin biosynthetic enzymes such as 4-coumarate–CoA ligase (4CL), cinnamoyl-CoA reductase 1 (CCR1) and caffeoyl-CoA O-methyltransferase (CCoAOMT) were also up-regulated in DVI. MapMan revealed a disease resistance protein belonging to nucleotide-binding site leucine-rich repeat (NBS-LRR) gene family in DE_DVC_DVI set.

### Clustering of core DEGs across the comparisons

To identify the genes responsive to pathogen inoculation either in the resistant or susceptible cultivars, we compared significant DEGs above or below the basal gene expression level between the two cultivars among all the four DGE sets, where the genes with LFC (Log2fold Change) <1 in all the four sets were omitted. A total of 400 DEGs (all having LFC ≥1 in at least one of the sets) were clustered into six expression patterns (clusters 1–6) based on hierarchical clustering (Fig. 1 and Table S5). 

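Among the distinct tags, 3615 passed both tests in all 4 sets, and 3282 of them had an LFC of at least 1 in size in at least 1 set. Of these core tags, 2369 were counted in all 4 libraries, so that an LFC could be computed in each set. Complete linkage on Euclidean distances divided the 2369 tags into 6 clusters, of which the largest held 1314 tags. The cluster of 1314 tags (55.5%) had a median LFC of -1.54 in JGI against JGC, 1.38 in DVI against DVC, -1.34 in DVC against JGC and 1.60 in DVI against JGI. The cluster of 590 tags had positive medians in all sets, from 0.73 to 1.08, and a cluster of 200 tags had negative medians in all sets. After thinning all libraries to the smallest total there were 1779 core tags, and with the edgeR exact test 4. The clusters, and the numbers and medians of the tag patterns below, were computed with TMM-scaled sizes only. Their dependence on the scaling of DVI was not tested, although every LFC of DVI shifts with it. Nor were they recomputed with log2 ratios centred within groups of tag GC content, which left 2427 core tags. From low to high GC content, the median log2 ratio changed by -0.58 in JGI against JGC and 0.40 in DVI against DVC. It changed by -0.68 in DVC against JGC and 0.43 in DVI against JGI. These are the directions of the largest cluster.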

Cluster 1 included the genes mainly belonging to protein metabolism, RNA-regulation of transcription, hormone metabolism (Gibberellin and Jasmonate), calcium signaling and stress (biotic and abiotic). These genes were highly up-regulated in DVI; for example, ubiquitin-conjugating enzyme E2 28 (~20 fold up-regulation), peroxidase 42 (~18 fold up-regulation), glutathione S-transferase (~18 fold up-regulation) and ADP ribosylation factor (ARF) (~15 fold up-regulation). Cluster 2a represented the genes belonging to protein synthesis and degradation, RNA-regulation of transcription, signaling (calcium, G-proteins, MAP kinases and LRR) and stress. This group was down-regulated in JGI and up-regulated in DVI, and included 14-3-3-like protein B, heat shock proteins, calcineurin and serine-threonine protein kinase etc.

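Of the 2369 core tags counted in all libraries, 781 (33.0%) were down-regulated in JGI against JGC and up-regulated in DVI against DVC, each with an LFC of at least 1 in size. Their median LFC was -1.80 in JGI and 1.69 in DVI. Passing in all sets favours tags with opposite directions. Among the 8316 tags called in JGI against JGC and in DVI against DVC and counted in all 4 libraries, without regard to the other sets, 1567 were down-regulated in JGI and up-regulated in DVI, 272 changed the other way, 1869 were up-regulated in both and 1244 down-regulated in both.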

**Figure 1:**
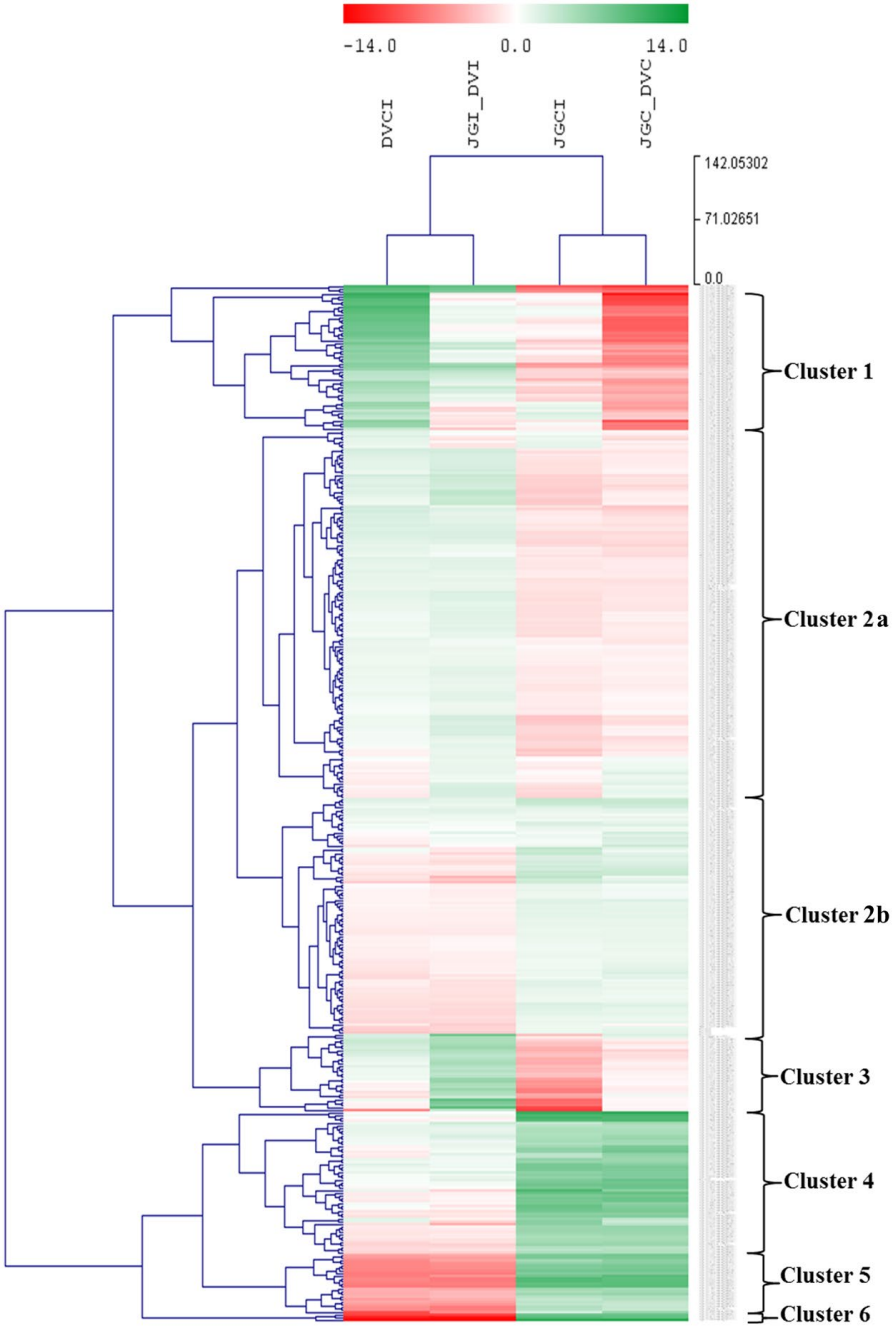
Heatmap and cluster analysis of core DEGs (chickpea) across four datasets. Comparison of significant DEGs among DGE sets resulted in 400 core DEGs (all having LFC ≥1 in at least one of the sets). Heatmap was generated with the Log2fold change (LFC) values. Column one represents DE_DVC_DVI (DVCI), column two represents DE_JGI_DVI (JGI_DVI), column three represents DE_JGC_JGI (JGCI) and column four represents DE_JGC_DVC (JGC_DVC). Each row represents corresponding genes with their identities. The list of genes in each cluster is provided in Table S5. Up-regulation and down-regulation is indicated by color change from pale to dark red (−14 LFC) and green (+14 LFC) with white (0 LFC) representing no change in expression. These genes were clustered using Euclidean distance and complete linkage method.

Alternatively, the genes in cluster 2b showed the opposite trend i.e. up-regulation in JGI and down-regulation in DVI. This included transcripts pertaining to protein synthesis and degradation, secondary metabolism and hormone metabolism such as ethylene ACC oxidase, ethylene responsive transcription factor RAP 2–1, isoflavone-7-O-methyltransferase 9, flavonoid 3′-monooxygenase, isoflavone 2′-hydroxylase, NAD(P)H-dependent 6′-deoxychalcone synthase, expansin like genes etc. 

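In the opposite direction, 74 core tags (3.12%) were up-regulated in JGI against JGC and down-regulated in DVI against DVC, with a median LFC of 2.04 in JGI and -2.06 in DVI.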

The cluster 3 exhibited an interesting expression profile, depicting candidates with reduced basal gene expression in DVC as compared to JGC. 

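In DVC, 1346 of the 2369 core tags (56.8%) were lower than in JGC with an LFC of at least 1 in size. Of these, 677 were also down-regulated in JGI against JGC, with a median LFC of -1.82, and up-regulated in DVI against DVC, with a median LFC of 1.75. For 620 of the 677 tags, the LFC of DVI against JGI was at least 1, with a median of 2.07. The 4 LFC values of a tag are not independent, because the LFC of JGI against JGC plus that of DVI against JGI equals that of DVC against JGC plus that of DVI against DVC.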

Few of these genes were highly down-regulated in JGI as compared to JGC and up-regulated in DVI with respect to DVC. This finally reflected as much higher up-regulation of these transcripts in DVI as compared to JGI. The genes belonging to this cluster represented protein metabolism, RNA-regulation of transcription, G-protein signaling, aromatic amino acid synthesis and stress mechanisms such as auxin-binding protein ABP19a, phospho-2-dehydro-3-deoxyheptonate aldolase, chitinase and glucanase, etc.

Cluster 4 genes were up-regulated in DVC and JGI than those in JGC. These involved processes like protein metabolism, brassinosteroid hormone metabolism, C3H zinc finger regulation of transcription and stress, and genes like aquaporin PIP-type 7a, magnesium protoporphyrin IX monomethyl ester [oxidative] cyclase (MPP) etc. 

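In both DVC and JGI, 275 of the 2369 core tags (11.6%) were higher than in JGC with an LFC of at least 1, with a median of 1.75 in DVC and 1.82 in JGI. For 59 of these 275 tags, DVI was lower than both JGI and DVC with an LFC of at least 1 in size. The median LFC of the 59 tags was 2.11 in DVC and 2.23 in JGI against JGC, -2.20 in DVI against DVC and -2.29 in DVI against JGI. Complete linkage placed 84 tags in the cluster closest to this profile, with median LFC values of 1.89, 2.14, -2.25 and -2.32 in the same order.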

The cluster 5 had much higher up-regulation in DVC and JGI than JGC, while down-regulation in DVI as compared to JGI and DVC. These mainly included the genes belonging to photosynthesis, protein synthesis and hormone metabolism such as transcripts like sedoheptulose-1,7-bisphosphatas, ferredoxin, linoleate 9S-lipoxygenase etc. Finally, the cluster 6 included the genes exhibiting similar pattern as that of cluster 5 and belonging to N-metabolism and photosynthesis such as chlorophyll a-b binding protein, ferredoxin-nitrite reductase etc. The evaluation of DEGs by BLASTP analysis against the PRGdb (plant resistance genes database)^16^ revealed the presence of 15 resistance genes from the set of 400 DEGs, a majority (10) of which belonged to cluster 2; while three belonged to cluster 4 and two belonged to cluster 5. More resistance genes were expressed in DVI than in JGI (Table S6).

### Interaction network of DEGs

To determine the interactions of these DEGs, protein–protein interaction (PPI) analysis was performed using STRING (http://string-db.org). Fifty-seven best assigned COGs (Clusters of Orthologous Groups), representing 62 unique DEGs, obtained based on most significant E-value using *Glycine max* as the organism (nearest neighbor legume in the STRING database), were used to construct an interaction network (Fig. 2). The PPI network of all the DEGs was extracted from the whole interaction network and reconstructed using Cytoscape. The PPI network highlighted several protein functional groups interacting with each other. Majority of the COGs (21.05%) belonged to ‘Translation, ribosome structure and biogenesis’, which showed maximum interactions with other groups followed by ‘Post-translational modification, protein turnover and chaperones’. Mercator terms assigned to the DEGs and the 57 COGs associated with these DEGs shared the same biological functions (Table S7). However, as depicted in Fig. 2, a group of COGs represented additional biological functions apart from the COG descriptions. For example, the ‘Signal transduction mechanisms’ COG contained an additional set of DEGs assigned to Mercator terms like ‘brassinosteroid hormone metabolism’, ‘post-translational modification’ and ‘biotic stress’. Similarly, ‘Post-translational modifications’ COG possessed DEGs with additional Mercator terms like ‘photosynthesis’, ‘redox’ and ‘abiotic stress’.

**Figure 2:**
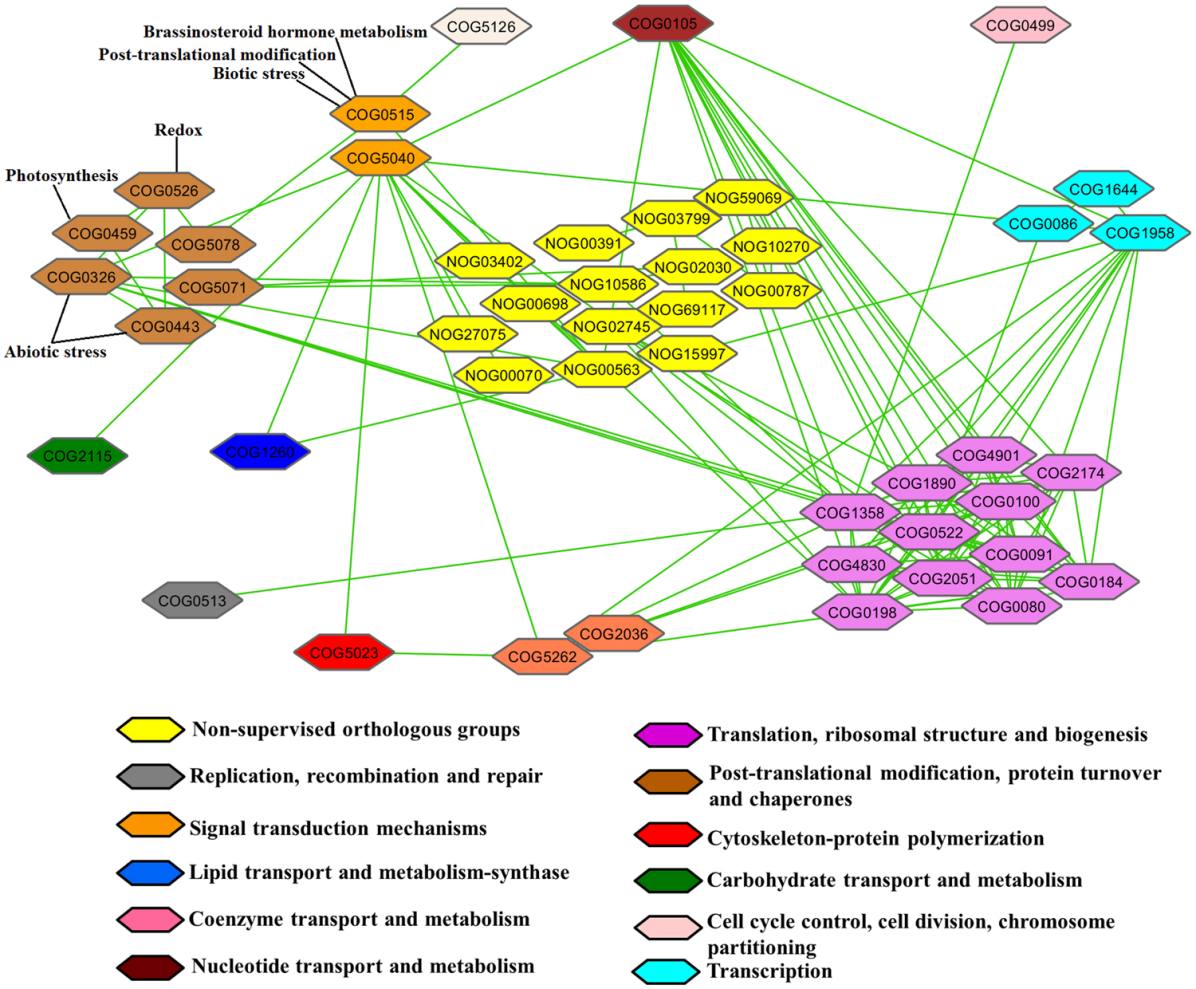
Protein-protein interaction network analysis (PPI) of core DEGs. PPI analysis was conducted using STRING (version 10.0, http://string-db.org, COG mode) and *Glycine max* as an organism (nearest neighbor legume in the organism list present in STRING database). The confidence score was set at ≥0.70 and co-expression and experiment parameters were chosen. COG descriptions along with color codes are mentioned in the figure.

### Genes exclusively expressed in JGI and DVI

The genes expressed uniquely in either of the cultivars upon inoculation were analyzed. 

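In JGI, 51239 distinct tags were counted that had no count in JGC, DVC or DVI, and they held 7.60% of the counts of this library. Of these, 16743 had a count of at least 5 and 1079 a count of at least 20. When absence from DVI alone was required, 77919 tags were counted in JGI. The control libraries also had tags of their own, 73256 in JGC and 60904 in DVC, of which 5717 and 3679 had a count of at least 5.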

In JGI, these genes (562; Table S8) might represent the candidates reprogrammed by the pathogen for its own benefit. 

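In DVI, 260077 distinct tags were counted that had no count in the other 3 libraries, holding 9.05% of its counts. Of these, 68629 had a count of at least 5 and 20374 a count of at least 20. After all libraries had been thinned at random to the smallest total, 42616 tags were counted in DVI only and 53769 in JGI only. The control libraries then had more, with 83112 in JGC only and 76036 in DVC only. The larger number in DVI was thus not seen at equal total counts, although numbers of starting molecules were not made equal. Tags that differ by 1 substitution, insertion or deletion from a tag with at least 10 times their count made up 80.1% of the tags found only in DVI and 48.1% of those found only in JGI.

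**Figure D2:**
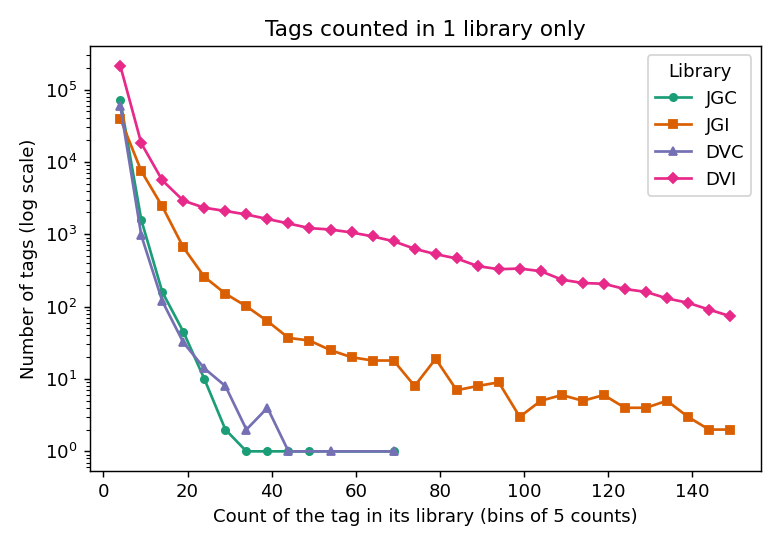
Number of tags counted in 1 library only (log scale, y axis) against their count in that library (bins of 5 counts, x axis) for the 4 libraries, without correction for depth. The lines of JGC and DVC fall steeply, with 23 and 43 tags of at least 20 counts, JGI has 1079 such tags and DVI 20374.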

Whereas in DVI, these genes (860; Table S9) might activate the defense response against the pathogen. The uniquely expressed important genes in DVI included beta-D-xylosidase 7, rhamnogalacturonate lyase B, pectate lyase 12, thiamine pyrophosphokinase, dirigent proteins, etc.; while the unique ontologies included cell wall and LRR (Leucine rich repeat) proteins, cofactor and vitamin metabolism, thermospermine (TSpm) synthesis, abscisic acid and cytokinin metabolism. Similarly, the uniquely expressed important genes in JGI were MLO like transcript, actin depolymerizing factor (ADF) 5 and tonoplast intrinsic protein (TIP) aquaporin type alpha, etc.; while other ontologies were shared with DVI. The uniquely expressed genes were also evaluated for the presence of R genes using the PRGdb database, which identified 52 and 45 R genes in DVI and JGI, respectively. Assessment of distribution of R protein types indicated higher proportion of NBS-LRR types (19.23%) in DVI and RLK (receptor like kinase) type R proteins (31.11%) in JGI dataset (Tables S6, S8 and S9).

### General features of the Foc transcriptome

Comparative transcriptome analysis of JGI and DVI libraries revealed a total of 1569 genes exhibiting high homology to Fo and *Fusarium graminearum* (Fg). As expected, these genes were not detected in control libraries. 

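Tags were not assigned to the fungus here, but those counted in an inoculated library and in neither control library can be listed by abundance. At 10 CPM or more, there were 434 such tags in JGI and 75 in DVI, and at 30 CPM or more 103 in JGI and 1 in DVI. Of the 434 tags of JGI, 57 also had a count in DVI. They summed to 11840 CPM in JGI, and the most frequent reached 303.6 CPM, against 964.6 CPM and 33.7 CPM for the 75 tags of DVI. In the other direction, tags at 10 CPM or more in a control library that were absent from both inoculated libraries numbered 52 in JGC and 27 in DVC. At the lower limit of 3 CPM, the inoculated libraries were similar, with 5777 tags in JGI and 6253 in DVI. The paper assigned tags to fungal transcripts by mapping and, from the larger number of pathogen transcripts in JGI than in DVI, reasons that the resistant cultivar has a strong defense strategy. It also reports qRT-PCR with higher fold changes of several Foc genes in JGI. Earlier imaging and qPCR that it cites found a lower pathogen load in the resistant cultivar.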

A total of 533 Foc transcripts were expressed only in JGI, of which 382 (71.66%) were annotated using the available resources (Table S10). These 382 transcripts were categorized into 41 functional groups belonging to three gene ontology (GO) categories: Cellular Components (CC), Molecular Functions (MF) and Biological Processes (BP) (Fig. S3). In the CC category, maximum transcripts were from ribosome and protein complex, while few were also localized to nucleus, integral component of membrane and mitochondrial part. In the MF category, the highest number of transcripts was from structural component of ribosome followed by those showing ATP binding and metal ion binding activities. Few transcripts were also involved in transferase activity, protein binding and nucleoside-triphosphatase activity. DNA binding, GTP binding, cofactor binding, oxido-reductase activity and translation initiation factor activity were presented by some of the transcripts.

In the BP category, the largest number of transcripts was involved in oxidation-reduction process and organonitrogen compound metabolic process. The remaining transcripts were involved in different cellular, metabolic processes, response to stimulus, stress, intracellular transport as well as biological regulation. KEGG pathway enrichment analysis of these genes was also performed. A total of 43 transcripts were allocated to 24 KEGG pathways (Table S11). The pathways involving the highest number of transcripts were TCA cycle (4, 10.81%), carbon fixation in photosynthetic organisms (4, 10.81%), fructose and mannose metabolism (3, 8.1%), pyruvate metabolism (3, 8.1%) and carbon fixation pathways in prokaryotes (3, 8.1%). Similarly, only five Foc transcripts were expressed exclusively in DVI, *viz*. Med A homologue, TKL protein kinase, putative tartrate transporter, etc. Eighteen Foc transcripts expressed significantly in both JGI and DVI (Table S10). Among these were the transcripts with similarity to serine rich protein, glucosidase, heat shock proteins, histone proteins and five transcripts with possible involvement in fungal growth such as tropomyocin 1, polarized growth protein rax2, woronin body major protein, fimbrin and phosphatidate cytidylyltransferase.

The fungal transcripts identified in this study were searched against the PHI database (Pathogen–Host Interactions database, http://www.phi-base.org/), which is a collection of fungal pathogenicity genes validated using gene knockout experiments. Homologues of Foc transcripts having an effect on pathogenicity in other fungal systems were identified. A Foc transcript (identified as TKL protein kinase) expressing only in DVI, was recognized as a virulence factor. Three of the eighteen Foc transcripts (ATP synthase subunit alpha and two hypothetical proteins) and 85 Foc transcripts that expressed only in JGI, showed homology to experimentally proven virulence factors. In addition InterProScan analysis was performed to gain insight into specific functions of the genes and to support functional annotation (Table S10).

### Validation of expression patterns by qRT-PCR analysis

To validate the results of LongSAGE transcriptomics and comparative analysis, eight plant genes and eight pathogen genes were used for verifying their expression pattern at time-points 0, 16, 24 hpi and 2, 4, 7, 14 and 28 dpi in root tissue and 24 hpi, 7 and 14 dpi in shoot/stem tissue. The relative expression levels indicated by LongSAGE results were reflected in qRT-PCR. For example, the chickpea genes 14-3-3, auxin binding proteins ABP19a and mitogen activated protein kinase, which showed higher expression in DVI in LongSAGE analysis, also showed higher fold changes at several time-points in DVI in qRT-PCR analysis. Similarly, several Foc genes also showed higher fold change in JGI by qRT-PCR analysis (Figs S4, S5, S6 and S7).

## Discussion

Gene expression profiling upon biotic stress has been broadly studied in several plant species using a variety of transcriptomics approaches^17^. In the present study, comparison of four LongSAGE libraries elucidated key factors involved in chickpea resistance mechanisms upon Foc inoculation. The four DGE sets revealed several biological processes induced in resistant cultivar upon inoculation, which otherwise were inactive in absence of the pathogen. Alternatively, several biological processes were repressed in susceptible cultivar upon fungal inoculation, indicating that the pathogen might govern the host metabolic machinery for its own benefit. Among these, important biological processes that were highlighted in the functional categories of the DGE sets are discussed below.

An interesting feature in the transcriptome analyses was ‘protein synthesis, degradation and post-translational modifications’ represented the most abundant functional class among all. PPI network analysis also showed higher abundance of these proteins with both intra- and inter-connections with other Foc induced proteins. In the resistant cultivar, significant up-regulation of ribosomal proteins (60S, 40S and 50S), ubiquitin-conjugating enzyme E2 and protein kinases suggested that protein synthesis plays an important role in disease resistance; wherein ubiquitination has already been suggested to be a crucial contributor of plant innate immune response^18, 19^. Increasing evidences have shown that many key components of plant disease resistance undergo protein degradation in response to pathogen infection for mounting defense hypersensitive response (HR) and Systemic Acquired Resistance (SAR)^20–22^.

‘Signaling’ was another notable functional class with high transcript abundance in DVI. It mainly included calcium, G-proteins and light induced signaling, followed by Receptor Like Kinases (RLKs) and Mitogen Activated Protein (MAP) kinases based signaling. As an important secondary messenger in plant cells, changes in Ca^2+^ concentration were detected during effector-triggered immunity (ETI), specifically in the incompatible interactions between *Pseudomonas syringae* pv. *tomato* containing *avrRpm1* and *RPM1* in *Arabidopsis* ^23, 24^. Heterotrimeric G-proteins, well known in stress signaling^25^, have been proposed as activators of plant cell death and mediators of stomatal closure signaling^26^ as well as are involved in cell wall biogenesis/metabolism and ABA signaling^27, 28^. The induction of G-protein signaling in DVI suggested its function in early defense response against Foc. In plants, RLKs have diverse functions, such as development, growth, hormone perception and the response to pathogens. In addition to general elicitor recognition, RLKs with LRR motifs participate in the recognition of pathogen avirulence factors (Avr genes) produced by specific strains of plant pathogens^29^. We found that 27 RLK transcripts were up-regulated in DVI. RLK regulation has also been linked to ubiquitination as a means of targeting receptors for degradation to mitigate plant immune response^30^. Thus, the role of receptor kinases and Ca^2+^ mediated signaling in conjunction with ubiquitin-conjugating enzyme E2 was suggestive of providing the resistant cultivar a definite advantage in mounting defense response against the pathogen. The role of MAP kinases in plant defense upon pathogen associated molecular pattern (PAMP) treatment^31^ and in response to insect pests^32^ has also been reported. Up-regulation of MAP kinases 3, 5, 16 and RALF (Rapid alkalization factor) like 33 in resistant inoculated plant in our study, affirmed their role in plant defense.

Another important functional class up-regulated in DVI was related to hormone metabolism. The plant hormones ethylene, jasmonic acid (JA), and salicylic acid (SA) play crucial roles in plant growth, defense and response to environmental cues. Similarly, the role of other plant hormones, such as auxins, abscisic acid (ABA), cytokinins, gibberellins and brassinosteroids, in plant immunity has also been reported^33^. Up-regulation of the transcripts related to several phytohormones particularly auxin biosynthesis (especially *GH3*.*6* like) in the present study, positively correlated with the published reports of increased resistance to pathogen^34, 35^. Similarly, up-regulation of the genes related to cytokinin homeostasis indicated their key roles in structuring the plant defense response. Previous reports in *Arabidopsis* have shown the importance of cytokinin homeostasis (cytokinin synthases, dehydrogenases and glycosyltransferases) in imparting resistance to *Verticillium longisporum* ^36, 37^. ABA is another phytohormone, which is a complex modulator of plant defense responses as shown in *Arabidopsis* ^38, 39^. We found that several transcripts associated with ABA synthesis, degradation and signal transduction were also up-regulated in DVI, which indicated their key roles in chickpea defense. Transcripts for several pathogenesis related proteins, Major latex proteins^40^, auxin binding proteins^41^, etc. from ‘biotic and abiotic stress response’ category were detected with higher abundance and elevated expression in DVI. These proteins provided R gene mediated response, strong lignification, proteinase inhibitory activities and chaperon like functions enriching the defense response of resistant cultivar against Foc.

A schematic representation of transcriptome comparisons and PPI network of cell responses contributing to plant defense in resistant cultivar in correlation to the available literature is depicted in Fig. 3. It appears that Foc inoculation in resistant chickpea cultivar triggers ROS production leading to SA production, which plays a crucial role in maintaining redox homeostasis through antioxidant activity. Several factors like non-specific lipid transfer proteins (nsLTPs), CYP450, dirigent proteins and phytoalexins are important in generating defensive shield over plant surfaces and thus contribute to successful structural defense. In addition, the expression of signaling components and pathogenesis related proteins in resistant cultivar gives the plant an advantage in mounting prompt defense. Conversely, up-regulation of certain factors such as actin depolymerization factor (ADF), aquaporins, tetrapyrrole synthesis, etc. in JGI adds to its susceptibility. Thus, the key difference between the resistant and the susceptible cultivars was timely detection of the invading pathogen and rapid and immediate activation of defense responses in response to pathogen effectors in the resistant cultivar.

**Figure 3:**
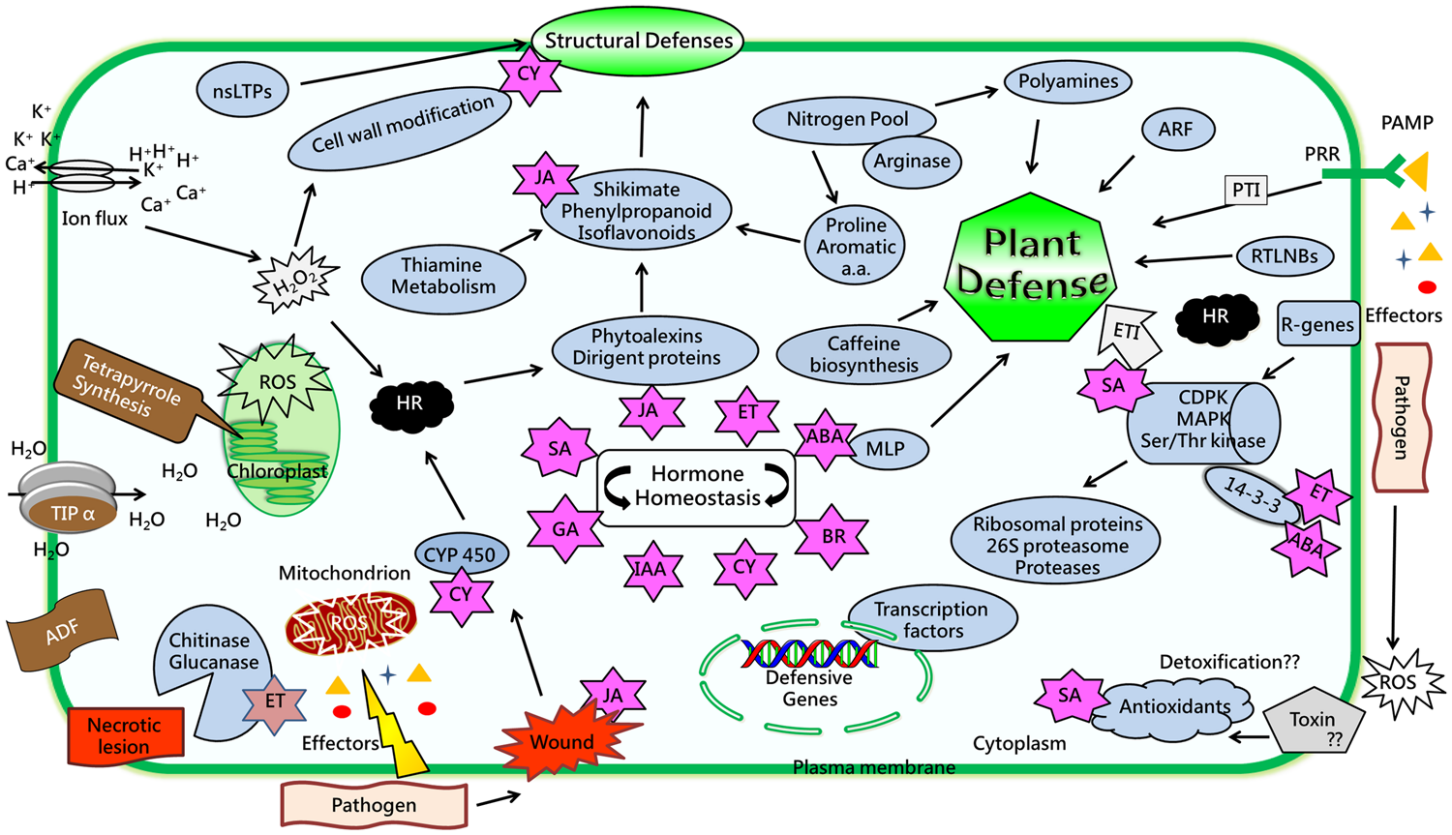
Schematic representation showing the interconnections of different biological processes induced in chickpea. Representation shows cell processes contributing to defense response in resistant cultivar (Blue and green color) with few processes that might render weakened response in susceptible cultivar (brown color).

Alternatively, comparative analysis of transcriptomes of both the cultivars challenged by Foc revealed that a large number of Foc genes expressed only in JGI (533), while only five Foc genes could express in DVI, substantiating the strong defense strategy of DV. Based on the transcriptome analysis and further functional categorization, a schematic overview of Foc metabolism that might be operational during pathogenesis and successful disease establishment in JG62 has been presented in Fig. 4. It includes the genes expressed only in JGI that are homologues of known virulence factors based on PHI database. As depicted in the figure, almost all the biological processes required for fungal invasion, growth and pathogenesis were active in JGI. Among these processes, plant cell wall degradation mediated by cutinase, endoglucanase, 1,3-beta-glucanosyltransferase, glucosidase and aspartic proteinase, has shown to be an important virulence mechanism. We also identified several Foc transcripts related to signal transduction. Since signal transduction cascades mediate communication between environmental signals and the cellular machinery controlling growth and differentiation, expression of various kinases like serine/threonine protein kinases and protein phosphatases only in JGI might have accelerated fungal colonization. Further, several Foc transcripts involved in cell rescue, defense and virulence were expressed only in JGI. This reveals that in the susceptible cultivar, the fungus could successfully evade the plant defense responses and proliferate. In addition to these, all the basic metabolic processes of the fungus including carbohydrate, protein, lipid, energy and cytoskeleton related metabolism, were functional only in JGI. This indicated that the pathogen successfully hijacked the host metabolic machinery for its proliferation and reproduction. Alternatively, the resistant cultivar Digvijay successfully suppressed the expression of most of the fungal genes, quickly arresting the pathogen after invasion and preventing its further proliferation and reproduction.

**Figure 4:**
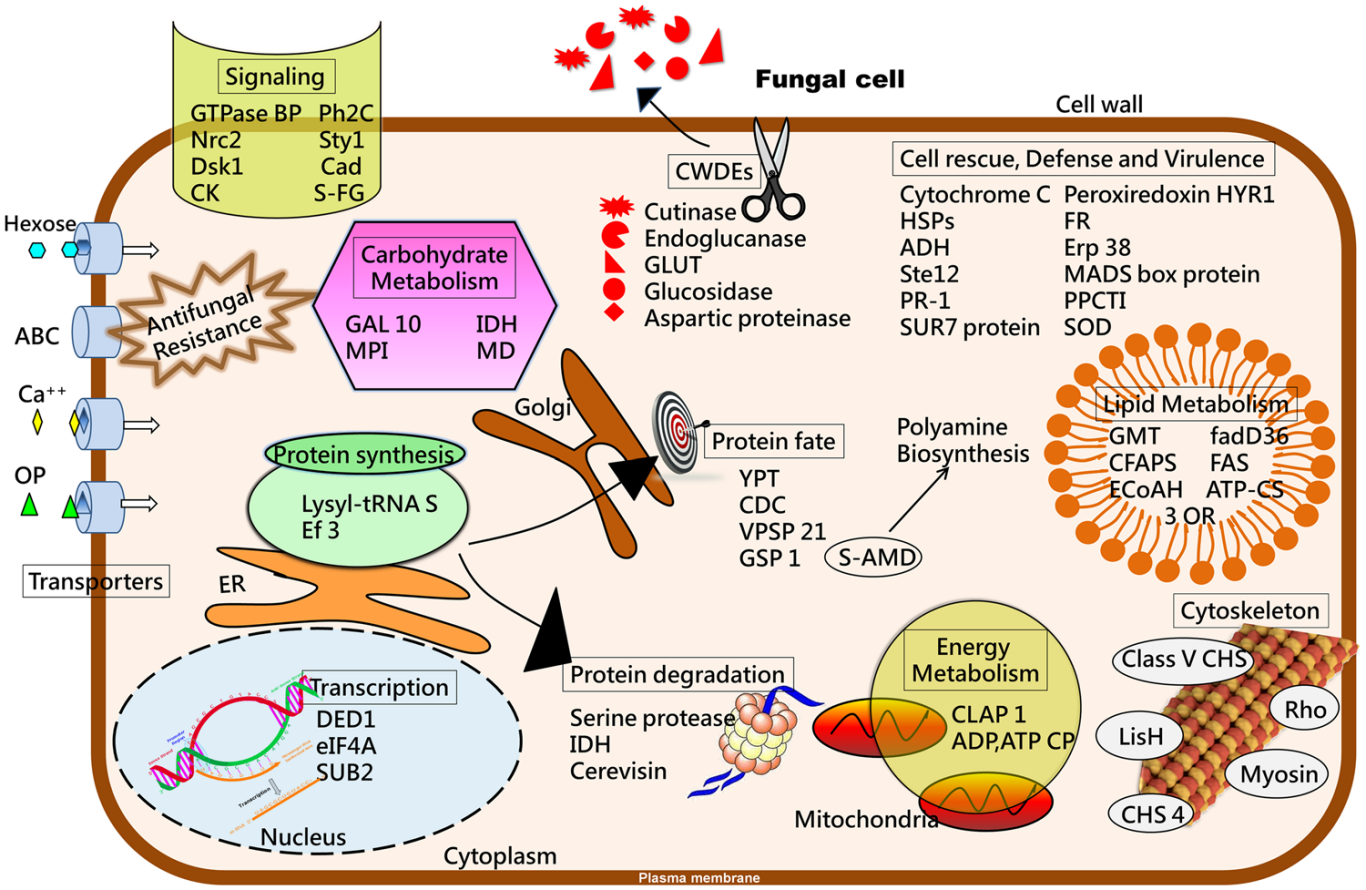
Schematic overview of Foc metabolism during pathogenesis in the susceptible host. The overview shows several aspects of Foc metabolism operational in the susceptible host based on the transcriptomics and its functional classification. The presentation mainly includes the genes, expressed only in JGI, homologues of which are proven virulence factors in PHI database (Pathogen-Host Interaction).

In summary, this study provides valuable insights into the molecular interactions between chickpea and *Fusarium oxysporum* f.sp. *ciceri* by identifying several known as well as novel genes. The study revealed that in the resistant cultivar, the transcripts related to lignification, hormonal homeostasis, plant defense signaling, R-gene mediated defense, etc. contributed to successful defense against Foc. While in the susceptible cultivar, the transcripts related to photosynthesis, actin depolymerization, etc. supported pathogen proliferation. Interestingly, several Foc genes were expressed only in the susceptible cultivar and suppressed severely in the resistant cultivar. The results of the present study are in accordance with our earlier report, wherein confocal imaging and quantitative polymerase chain reaction (qPCR) revealed substantially less pathogen load in the resistant cultivar. Functional characterization of these chickpea and Foc transcripts would yield important clues to the resistance mechanism and also provide vital Foc targets for crop improvements through genetic engineering.

## Methods

### Plant inoculation assays

Two chickpea cultivars JG62 (wilt-susceptible; referred as JG) and Digvijay (wilt-resistant; referred as DV) were used for the study. Seeds of the cultivars were surface-sterilized using 1% sodium hypochlorite and soaked overnight in sterile deionized water. They were wrapped in wet sterile muslin cloth till sprouting and transferred to surface-sterilized plastic cups containing autoclaved Soil Rite (mixture of 75% Irish Peatmoss and 25% horticulture grade Expanded Perlite; obtained from M/s Naik Krushi Udyog, Pune, India). The plants were grown for one week in growth chamber (14 h light/10 h dark, 22–25 °C, 50–60% relative humidity) and inoculated with standard Foc races 1, 2 and 4 as described in our previous study^8^. Seedlings treated with sterile deionized water served as controls. Pathogen inoculated treatments were designated as JGI and DVI, while the controls were designated as JGC and DVC. The root and shoot/stem tissues from both the cultivars were collected separately for each Foc race at 11 time points *viz*. 0 hours post inoculation (hpi), 8 hpi, 16 hpi, 24 hpi, 2 days post inoculation (dpi), 3 dpi, 4 dpi, 7 dpi, 14 dpi, 21 dpi and 28 dpi. The pathogenicity assays were conducted in triplicates as depicted in Fig. S8.

### Construction of LongSAGE libraries

Total RNA was isolated from 100 mg chickpea root and shoot/stem tissues from both resistant and susceptible cultivars, separately for each time-point using the Spectrum Plant Total RNA isolation kit (Sigma-Aldrich, USA). It was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA). Total RNAs from all the 11 time-points of individual Foc races (1, 2 and 4) were normalized using the chickpea reference gene *Actin*. Based on this normalization, RNAs from all these time-points were pooled for control and pathogen challenged plants separately and four LongSAGE libraries (JGC, JGI, DVC and DVI) were constructed using the I-SAGE^TM^ Long Kit (Invitrogen, USA) as depicted in Fig. S9.

### Analysis of LongSAGE libraries

The four LongSAGE libraries were sequenced using the 318 chip and the Ion-Torrent PGM system (Genotypic Technologies, Bangalore, India). The raw data in the fastq format were processed with the FastQC toolkit (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to remove shorter and low-quality reads. The high quality reads were used for extracting the ditags. A ditag is defined as the 32–38 bp stretch of nucleotides flanked between two ‘CATG’ sequences. The ditags thus obtained were split into individual tags of 16–19 bp using in-house developed Perl scripts. Reverse complements of tags ending with ‘CATG’ were also considered in the final dataset of tags. Tag mapping analysis was performed using the SeqMap tool with one mismatch allowed^42^ for ‘unique match’ (a tag which mapped uniquely to only one transcript) and ‘selected match’ (more than one tags matching on a single transcript, wherein the tags mapping towards the 3′ end of the transcripts were considered). The frequency of ‘unique match’ tag was assigned to the transcript as a measure of its expression value, while the frequencies of all ‘selected match’ tags mapping on single position were summed up and the frequency values thus obtained were assigned to the transcript. Only the tags having frequency of more than 1 were considered for further analysis. This entire tag extraction and mapping procedure was performed separately for both plant and fungal tags using the respective reference transcriptomes. The databases used for mapping are indicated in Table 3.

**Table 3:** Databases used for mapping SAGE tags in transcriptome analysis.

SAGE tags from	Reference transcriptomes used for mapping (Designation)	Source
Chickpea	*Cicer arietinum* L (CA)	NCBI (Release 197; Aug 2013)
	*Medicago truncatula* (MT)	Ensembl Plants (Database version 87.2; September 2013)
	*Glycine max* (GM)	NCBI (Release 197; Aug 2013)
	*Cajanus cajan* (CC)	NCBI (Release 197; Aug 2013)
	*Lotus japonicus* (LJ)	NCBI (Release 197; Aug 2013)
*Fusarium oxysporum*	*Fusarium oxysporum* (FO)	Ensembl Fungi (Database version is 87.2; Sept 2013)
	*Fusarium graminearum* (FG)	Broad Institute (March 2007)

### Differential gene expression analysis

After mapping, raw tag counts for the individual libraries were obtained. These raw counts were normalized and analyzed for differential gene expression resulting into four datasets *viz*. DE_JGC_JGI, DE_DVC_DVI, DE_JGC_DVC and DE_JGI_DVI. For example, DE_JGC_JGI represents the differentially expressed genes (DEGs) between JGC and JGI libraries. The TMM (trimmed mean of M-values) method^43^ was used for normalization of the datasets using the edgeR package. Gene expression analyses were performed using the combined approach of the Audic and Claverie test (ACT) and Chi-square test (Chi)^44, 45^. The p-value of significance obtained was adjusted to reduce the false discovery rate (FDR)^46^. The cutoffs used for significantly expressed genes were p-value ≤ 0.05 and FDR ≤ 0.05. The normalized values were used to find the Log2fold change (LFC) for each transcript in all the four datasets. The DEGs were obtained by comparing all the four libraries (Table 2). The up-regulated and down-regulated genes were selected using cut-off of 2 fold (LFC ≥ 1). The DEGs from plant species were processed for gene enrichment analysis using the Mercator tool^47^. Further, MapMan analysis^15, 48^ was performed for pathway enrichment of the DEGs. Cluster analysis of the DEGs was performed by employing the Euclidean distance method over a complete linkage using MeV (MultiExperiment Viewer)^49^. The DEGs from the pathogen were processed for gene enrichment analysis using Blast2GO^50^.

### Bioinformatics analysis of chickpea and Foc DEGs

A total of 400 chickpea DEGs were obtained across the four datasets and used for BLASTX analysis using the NCBI nr database to retrieve corresponding protein sequences based on E-value and bit score. The best assigned Clusters of Orthologous Groups (COGs) for these proteins were selected from *Glycine max* and used for protein-protein interactions (PPI) analysis using STRING (Search Tool for Retrieval of Interacting Genes/Proteins) database (version 10.0, http://string-db.org) in COG mode. The assigned COG descriptions were obtained from EggNOG 4.5 (http://eggnogdb.embl.de/#/app/home). Only the interactions with confidence score of ≥0.7 and based on co-expression and experiment conditions were used to construct the network, which was displayed using Cytoscape (version 3.3.0) (http://www.cytoscape.org/). The annotated Foc genes were translated using BLASTX and analyzed using InterProScan 5.0^51^ and SignalP 4.1^52^. To supplement these analyses, the Pathogen–Host Interactions (PHI) database (version 4.0, http://www.phi-base.org/)^53^ was used to determine the role of these genes in pathogen virulence.

### Validation using quantitative Reverse Transcription PCR

Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR) was performed to confirm the results of LongSAGE analysis on a subset of genes with primers listed in Tables 4 and 5. Eight chickpea genes were chosen based on the four important biological processes namely ‘Protein metabolism’, ‘Signaling’, ‘Biotic-abiotic stress’ and ‘Hormone metabolism’ indicating differential behavior in SAGE analysis of chickpea DEGs. Root tissues challenged by Foc 2 as one of the race representatives and sampled at eight time-points (0 hpi, 16 hpi, 24 hpi, 2 dpi, 4 dpi, 7 dpi, 14 dpi and 28 dpi) along with their respective controls, were used for this analysis in three biological replicates. For shoot/stem tissues, three time-points *viz*. 24 hpi, 7 dpi and 14 dpi, as representative time-points in early, middle and late stages of Fusarium wilt progression, were used for this analysis in three biological replicates. Primer design, reverse transcription and qRT-PCR were conducted as described in our previous study^8^. Target gene expression was determined using the 2^−ΔΔ^ Ct method and the chickpea *GAPDH* as the reference gene for plant genes and Foc *EF1α* for pathogen genes (Figs S4, S5, S6 and S7).

**Table 4:** Primer sequences of the defense related genes of chickpea and *GAPDH* (used as a reference gene) used for qRT-PCR.

Target gene	Forward primer sequence (5′ to 3′)	Reverse primer sequence (5′ to 3′)	Amplicon size
Mitogen Activated Protein kinase	GGAAGACGTGCGAGAGCTTA	AATCCTGTTGGCTCTGCTCC	93 bp
14-3-3 like protein	TGTGCTGTCTTTGTAAGACTCCT	AAAGGGCATGTCACCTTGCT	89 bp
UDP-glycosyltransferase	GTTGGAAGAGCCGTTTGAGC	TAGCAACATCAACGGGCCAT	98 bp
Auxin binding protein ABP19a	GGCTACCACTGCAAACCTCT	TGCGGCGTTGAATGTGTTTT	96 bp
Linoleate 9S-lipoxygenase	CCCGGTGGTATAATCGGTGG	CCCAAGAAAGAAGTGGCGGT	83 bp
Cystein protease	ATGTGCGGAGGGCTTACAAA	TTTGGGTCTGGTGGTTCAGG	85 bp
DELLA protein	GCAGGAAGCGAATCACAACG	CCAACGAGTCAAACAGCGTC	86 bp
NAC transcription factor	TCCTGTTGGCTTCCAATAACCA	GGTAGAGCTTTGGCTGAGGG	96 bp
Glyceraldehyde phosphate dehydrogenase	CCAAGGTCAAGATCGGAATCA	CAAAGCCACTCTAGCAACCAAA	93 bp

**Table 5:** Primer sequences of the virulence related genes of Foc and *EF1α* (used as a reference gene) used for qRT-PCR.

Target gene	Forward primer sequence (5′ → 3′)	Reverse primer sequence (5′ → 3′)	Amplicon size
Class V Chitin synthase	GGCCTACATCAACTCTGCAAC	GGGCATTATAACGACCGTCTCAA	96 bp
Ubiquitin fusion protein	CAACCCCAATTCGCACCATC	CCGTGAGGGTCTTGACGAAA	96 bp
Chitin synthase 4	CGGATTATGGGGGAAACCATGT	TTGGCCTCAAGAATGTTACCCCTT	99 bp
Worronin body major protein	ACCCGCTCCCCAATTCTATT	GGTTGTACTGAGGGCGAGAT	86 bp
ABC transporter CDR4	GATTCACCCCTTAACCCGCA	CTGTCGAAACCCAGAGCCAT	99 bp
ATP synthase	CAATGTTTGCATGCCCGTCT	CGTTGACACCAGCGAAGATG	98 bp
Β-glucosidase	CTGTTCACCGAGTGCATCCT	AAATCACCGTTGCCATTGCC	91 bp
60S ribosomal protein	GTGCCCTCAAGTACGTCGAA	ATTGACGGAGTTCCCAGCAG	93 bp
*EF1α*	AGCTCGGTAAGGGTTCCTTC	TCCAGAGAGCAATATCGATGG	93 bp

### Data Availability

The LongSAGE sequencing data have been deposited in Gene Expression Omnibus in NCBI under the accession numbers: GSM2301186, GSM2301187, GSM2301188 and GSM2301189.

## Electronic supplementary material

Tables S1-S11

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

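Chickpea plants of the wilt-susceptible cultivar JG62 and the wilt-resistant cultivar Digvijay were mock-inoculated or inoculated with Foc, and RNA of 11 time points was pooled into 1 LongSAGE library per condition (JGC, JGI, DVC and DVI). The authors sequenced the libraries on an Ion Torrent PGM, filtered the reads, extracted ditags between CATG sites, split them into tags, kept tags with a frequency of more than 1 and deposited the raw tag counts of each library. These counts are not normalized and carry no transcript names. One stray header line at the end of the DVI table was skipped. The authors mapped the tags to chickpea and fungal transcripts; that step was not repeated, since no transcript sequences were used here, and the distinct tag took the place of the transcript in every comparison. Named genes and gene classes of the paper were therefore not analysed here.

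The total counts were 3151146 in JGC, 3580028 in JGI, 3190203 in DVC and 22106698 in DVI, so the counting error of reads is smallest in DVI, which need not hold for the molecules before amplification. With 1 library per condition, no spread between replicates could be estimated, and the tests describe differences between libraries beyond counting error only. TMM factors were computed with edgeR 4.0.16 in R 4.3.3 from all 4 libraries. For each of the 4 pairs of libraries, the Audic-Claverie test (two-sided, by doubling the smaller tail) and the chi-square test were applied to all tags counted in either library, and a tag was called when both Benjamini-Hochberg adjusted p-values were at most 0.05. Log2 fold changes (LFC) were taken without a pseudocount for tags counted in both libraries, and up- and down-regulated tags had an LFC of at least 1 in size. Core tags passed in all 4 comparisons. The interaction of cultivar and inoculation was tested with a likelihood-ratio test in a log-linear Poisson model for tags with at least 10 counts over the 4 libraries. The tags named by sequence were, in each comparison, the 2 that rose and the 2 that fell with the smallest Audic-Claverie p-values among the called tags counted in both libraries. The rule for naming tags, the main tests and most alternatives were set before the data were examined.

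Alternatives comprised library totals or the size factors of DESeq2 1.42.0 in place of TMM, the Audic-Claverie test alone, Fisher's exact test, the edgeR exact test with an assumed biological coefficient of variation of 0.4, a minimum of 10 counts, an LFC limit of 1, random thinning of all libraries to the smallest total followed by the same frequency filter, and centring of log2 ratios within up to 10 groups of tag GC content. For the tags named by sequence, library totals, DESeq2 size factors, the edgeR exact test, GC centring and a pseudocount of 1 normalized count were run. Merging of likely sequence variants, a minimum count of 5 per tag and the removal of tags with linker sequence were chosen after seeing the data. For the minimum count, counts below 5 were removed in each library separately, so a tag could become absent from a library that held it. Likely sequence variants were tags that differ by 1 substitution, insertion or deletion from a tag with at least 10 times the count summed over the libraries.

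The tests were tested on simulated data, in which counts for all 616127 tags were drawn from the pooled tag proportions and 200 tags were changed in JGI by known factors. The draws held counting error only, so they do not measure the errors made in the deposited libraries. The main test called 179 of the 200 changed tags in the right direction. It called 2 of the 615927 unchanged ones, which include tags without a simulated count in JGC or JGI. In the comparison of DVC and DVI, in which nothing had been changed, it called 559 tags, all of them false calls. The edgeR exact test with the assumed coefficient of variation called 0 of the 200 changed tags. The interaction test called 176 of the 200 and 444 of 147014 unchanged tags. Tables were processed with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.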

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

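The tests of linker sequence were chosen after the results had been seen. For the interaction, the settings for depth, GC content and dispersion were set before the data were examined. Their use as tests of an explanation was chosen after the results had been seen.

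The most frequent tag of DVI, CATGTCGGACGTACATCGTTA, had 421367 counts, or 1.91% of the library (95% Wilson interval 1.90% to 1.91%), and was also the most frequent tag of DVC with 1.13% (1.12% to 1.14%). It took 0.189% in JGC and 0.172% in JGI, and the paper does not discuss it. The tag is the reverse complement of the end of a linker used in LongSAGE libraries, a sequence taken from general knowledge of the kit and not from the paper. All 17 bases after CATG match the linker in 1 run, against a median of 5 bases for the next 99 most frequent tags of DVI, which is consistent with the end of a library linker read as a tag. Together, the 24 deposited tags whose bases after CATG lie in either linker took 0.318% of the counts in JGC, 0.438% in JGI, 2.05% in DVC and 2.18% in DVI. Single linker tags differed in their order over the libraries. CATGCTCGAATTCAAGCTTCT was also higher in both Digvijay libraries, with 0.712% in DVC and 0.230% in DVI against 0.0729% in JGC and 0.0539% in JGI, whereas CATGTCGGATATTAAGCCTAG took 0.0198% in DVI, 0.0883% in DVC, 0.126% in JGI and 0.0280% in JGC. The most frequent tag was among those with the smallest p-values in 3 of the 4 comparisons. Leaving out these tags changed the number of called tags little, for example to 158846 between DVC and DVI. This is a weak test, since only 24 tags were removed. In DVI, 1361 tags start with CATGTCGGA, as the most frequent tag does, and most of them were kept. No biological explanation was tested for this tag.

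The inoculated to mock ratio differed between the cultivars for 43598 of 153874 tags (28.3%), by the likelihood-ratio test of the interaction with Benjamini-Hochberg adjustment; the ratio was higher in Digvijay for 25443 tags and lower for 18155. This is a difference between 4 single libraries. The larger depth of DVI does not account for it alone, since 30714 of 97182 tags passed after thinning to the smallest total, 27107 of them also without thinning, and neither does GC content, since 40856 tags passed after centring within groups of GC content, 37493 of them also without centring. With an assumed dispersion of 0.16, 21463 tags passed, and because the true dispersion between libraries is unknown, the differences cannot be told apart from a spread between libraries beyond counting error. The balance of directions depended on the setting. The higher tags were also the more numerous among tags with at least 40 counts (21231 higher and 7105 lower) and with the assumed dispersion (10788 and 10675), and the lower tags were so after thinning (14024 and 16690) and merging of sequence variants (13436 and 15968). They were also so with library totals (18455 and 23476), DESeq2 size factors (20352 and 21738) and GC centring (19303 and 21553). Each of the settings in which the lower tags were the more numerous also shifts the ratios of all tags or of whole groups of tags, since the TMM factor of DVI went from 0.752 to 1.103 with thinning and to 1.12 with merging, so these reversals cannot be told apart from a change of scaling. A response that differs between the resistant and the susceptible cultivar remains possible, as a hypothesis only.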

How the results depend on the processing

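Alternatives set before the data were examined and alternatives chosen after seeing the data were both run; the latter were the merging of tags taken as sequence variants, the minimum count of 5 per tag and the removal of tags with linker sequence. No test of the numbers below compares replicates, because there was 1 library per condition, and leaving out a replicate or splitting the samples otherwise was not possible. No paired analysis was possible because each condition has a single library.

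The number of called tags stayed within 1.5 times the main number in all 4 comparisons with library totals, DESeq2 size factors, the Audic-Claverie test alone, an LFC limit of 1, GC centring and the removal of linker tags. The edgeR exact test with an assumed biological coefficient of variation of 0.4 called 1549 tags in JGC_JGI, 18245 in DVC_DVI, 147 in JGC_DVC and 45113 in JGI_DVI, and gave 4 core tags. Fisher's exact test called 79335 tags in DVC_DVI. A minimum of 10 counts gave 67624 in DVC_DVI and 78801 in JGI_DVI. After thinning to the smallest total, 37840 tags were called in DVC_DVI and 58259 in JGI_DVI, 1779 tags were core tags and 42616 tags were counted only in DVI. Merging sequence variants gave 75289 tags in DVC_DVI, 80274 in JGI_DVI, 26592 only in JGI and 50969 only in DVI. With counts below 5 removed in each library separately, 65425 tags were called in JGC_JGI, 76842 in DVC_DVI and 45742 in JGC_DVC, with 7529 core tags. This removal can turn a low count into an absence. Tags called as counted in JGC only rose from 9657 to 26903 in JGC_JGI. Of the tags without a count in any other library, 16743 had a count of at least 5 in JGI and 68629 in DVI. Absence from DVI alone gave 77919 tags in JGI. The interaction passed for 21463 tags with an assumed dispersion of 0.16 and for 28336 of the tags with at least 40 counts. The cause of these changes was not tested, except for depth where thinning is named.

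Of 88 further numbers of up- and down-regulated tags, 25 moved by more than 1.5 times. Up-regulated tags outnumbered down-regulated ones in DVC_DVI with the main setting, and the order turned around with library totals (9617 and 22473), DESeq2 size factors (13412 and 18345), the edgeR exact test (1432 and 1614), thinning (5480 and 6423), merging (6160 and 7683) and the minimum count of 5 (9060 and 10670). In JGI_DVI it turned around with library totals, DESeq2 size factors, merging and the minimum count of 5. Down-regulated tags were the more numerous in JGC_JGI and JGC_DVC with the main setting, and the order turned around in JGC_JGI with DESeq2 size factors (5583 up and 5490 down) and the edgeR exact test (116 and 60), and in JGC_DVC with the edgeR exact test (28 and 17) and merging (2778 and 2771). The factor of DVI was 0.752 with all tags and 1.12 after merging. Library totals and DESeq2 size factors shift the ratios of all tags of a comparison alike. Only the library sizes differ with them, so their turnarounds came from the scaling and do not show which order is right. Of 80 log2 fold changes of the named tags under the alternatives run for them, 72 kept their direction and their call. These alternatives were library totals, DESeq2 size factors, the edgeR exact test, GC centring and a pseudocount of 1 normalized count. The other 8, all with the edgeR exact test, were no longer called. Because these tags were picked for their smallest p-values, a kept call is a weak test. The LFC of CATGTGTAAGCAAATATAGCT in DVC_DVI counted as kept although it fell from 0.90 to 0.27 with library totals.

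Exact matching of tags, the choice of CATG sites, both strands, sharing of tags between genes and single-copy tags were not run, since they need a transcript reference or tags with a count of 1. Distinct tags are the main unit here, so that alternative was not run separately, and the total of all tag counts equals the library total. The gene classes were not analysed. The depth limits the comparison of tags seen in 1 library only, since a tag at 1 count was removed.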

Differences from the paper's values

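The paper's numbers count chickpea transcripts after tag mapping and the numbers here count distinct tags, so they differ in unit. The numbers of distinct tags in the libraries were equal to the paper's numbers of tags.

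Between JGC and JGI, 32850 tags were called against the paper's 3816 DEGs, between DVC and DVI 159019 against the paper's 3429, between JGC and DVC 12877 against the paper's 2987, and between JGI and DVI 137618 against the paper's 3622. None of the alternatives set before the data were examined closed these gaps. The edgeR exact test, which gave the smallest numbers, called 1549, 18245, 147 and 45113 tags in the same order.

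In JGI against JGC, 14.6% of the called tags were up-regulated against the paper's 32.23%, and 19.4% down-regulated against the paper's 43.16%. None of the alternatives set before the data were examined closed either gap. In DVC against JGC, 20.6% were up-regulated against the paper's 31.36%. Here the value came within 1.5 times the paper's with library totals (27.4%), DESeq2's size factors (23.9%), Fisher's exact test (22.1%), a minimum of 10 counts (22.9%), thinning (23.4%) and GC centring (27.2%), but not with the Audic-Claverie test alone (19.4%) or the edgeR exact test (19.0%).

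In JGI, 51239 tags were counted in no other library against the paper's 562 uniquely expressed genes, and in DVI 260077 against the paper's 860. The core tags numbered 3282 against the paper's 400 core DEGs. None of the alternatives set before the data were examined closed these gaps.

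The paper reports the most DEGs between JGC and JGI. At the tag level, more tags were called between DVC and DVI and between JGI and DVI than between JGC and JGI, with the main tests and under each alternative. The paper finds more up- than down-regulated genes in DVI against DVC and against JGI. The same direction held here with the main setting (19312 up and 13452 down against DVC). Against DVC it was the opposite with library totals (9617 up and 22473 down) and DESeq2's size factors (13412 and 18345). The edgeR exact test (1432 and 1614) and thinning (5480 and 6423) also gave the opposite. So did merging (6160 and 7683) and the minimum count of 5 (9060 and 10670). Against JGI, the opposite held with library totals (7509 and 14234) and DESeq2's size factors (8913 and 12953). It also held there with merging (6060 and 6706) and the minimum count of 5 (7895 and 8056). Library totals and DESeq2's size factors shift the ratios of all tags of a comparison alike. Their reversals therefore came from the scaling alone and do not show which direction is right.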

Other observations

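The tests of sequence variants, of sampling depth for missing tags and of starting molecules below were chosen after the results had been seen. The test of tags missing from both inoculated libraries was chosen after the missing tags had been seen, but before its own result; the others were set before the data were examined.

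Some tags were missing from a library although the other 3 libraries all held them. At a mean of 5 to 10 CPM in the other libraries, 974 of 9016 such tags (10.8%) had no count in DVI and 1006 of 9032 (11.1%) none in JGI, against 197 of 8387 (2.35%) in JGC and 91 of 8010 (1.14%) in DVC. At 10 to 20 CPM the numbers were 157 of 5843 in DVI, 162 of 5981 in JGI, 25 of 5698 in JGC and 8 of 5753 in DVC. At 20 to 50 CPM they were 22 of 4270 in DVI, 9 of 4345 in JGI, 9 of 4269 in JGC and 4 of 4250 in DVC, with no excess of JGI over JGC. Sampling alone would leave almost none missing, since the median expected count was 151.2 in DVI and 24.5 in JGI. A candidate explanation is that few starting molecules were amplified before sequencing. If missing tags were molecules lost at random, the numbers would correspond to 330011 starting molecules and 66.99 counts per molecule in DVI, and to 325167 molecules and 11.0 counts per molecule in JGI, against 5.53 counts in JGC and 4.66 in DVC. Under this explanation, tags counted in 1 library only that are not likely sequence variants should pile up near the counts per molecule. No such pile-up was seen. In bins of 5 counts their number fell steadily in JGI, from 16317 at 2 to 6 counts to 247 at 22 to 26. It passed through 6559 at 7 to 11 and 2267 at 12 to 16. At 7 to 11 counts JGC had 1098 and DVC 406, so JGI held more tags there than the controls, which goes with the explanation. In DVI the number fell from 29969 to 1349 at 17 to 21 counts and rose slightly to 1413 at 27 to 31. It then fell again, through 821 at 62 to 66, 716 at 67 to 71 and 591 at 72 to 76. A smoothed measure of such a rise returned 161 counts in DVI and 63 in JGI, 2.40 and 5.72 times the counts per molecule, but only 57 and 22 tags lie within 2 counts of these values, and it also returned 31 in JGC and 39 in DVC, so it followed fluctuations in a falling tail. The smoothed measure is therefore set aside. The numbers in bins show no pile-up near the counts per molecule, so this prediction of the explanation was not met. The median count of such tags with at least 5 counts was 33 in DVI, 9 in JGI and 6 in both controls, but the larger depth of DVI alone could raise its value. Another measure was chosen only after these counts had been seen. After thinning to one total, tags counted in 1 library only that are not likely sequence variants had a count of at least 5 in 61.01% of cases in DVI and 51.1% in JGI, against 11.5% in JGC and 6.69% in DVC, the direction that amplified molecules would give. Genes silenced or induced by inoculation could give the same pattern. The paper reports fungal genes in JGI and DVI but not in the controls. Fungal tags were not separated here and may be among those counted in JGI or DVI only. Among 16026 tags at 5 to 20 CPM in both controls, 229 were missing from both inoculated libraries, 1.66 times the 137.9 that independent loss gives, which lies between the limits set for random loss and for a shared response. The tests therefore leave open whether lost molecules or a response to inoculation underlies the missing tags. The pattern bears on how tags or genes counted in a single inoculated library are read.

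Most tags found only in DVI may be sequence variants of more frequent tags. Of 10000 drawn at random, 80.1% differed by 1 substitution, insertion or deletion from a tag with at least 10 times their count, against 0.49% of the same tags with their bases shuffled. The share was 48.0% in JGI, 61.9% in DVC and 56.1% in JGC. The excess of DVI over JGI in such tags also went away at equal total counts, where the ratio of the numbers was 0.793. The larger total count of DVI could therefore be the source of the excess. No biological explanation was tested for these tags.

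Log2 ratios moved with the GC content of the tag. Between the tags with at most 3 and those with at least 8 GC bases after CATG (the 10% and 90% quantiles, with ties, so that the groups hold more than 10% of the tags), the median changed by -0.58 in JGI against JGC and by -0.68 in DVC against JGC, past the limit of 0.5 set for such a trend. It changed by 0.40 in DVI against DVC and by 0.43 in DVI against JGI, within that limit. This contrast does not show the whole course: among tags with at least 50 counts, the median in DVI against DVC was 1.77 at 0 GC bases, 0.93 at 4 and 1.56 at 11, and in JGI against JGC it ran from 2.64 at 0 to -1.01 at 11. Part of the differences between libraries may therefore follow GC content, although most of the called tags were called again after centring, 27892 of 32850 in JGC_JGI, 129351 of 159019 in DVC_DVI, 9612 of 12877 in JGC_DVC and 114061 of 137618 in JGI_DVI.

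The 4 columns of Fig. 1 share libraries. Across 12412 tags with at least 20 counts in JGC, JGI and DVC, the log2 ratios of JGI to JGC and of DVC to JGC were positively correlated (r = 0.47), and across 14204 tags with at least 20 counts in DVC, DVI and JGC, those of DVI to DVC and of DVC to JGC inversely (r = -0.27). These are correlations across tags, which are not independent replicates. With the shared library split at random into separate parts for each ratio, they were 0.40 and -0.21, so counting noise in the shared library accounts for only part of them. Differences of the shared library beyond counting noise, such as a single deviating control library, were not tested, and a biological link between the basal difference and the response could not be separated from them.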
